A study of Homo sapiens with 8 samples.

How the data were processed

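RNA bound by hnRNP U (also called SAF-A, a nuclear RNA- and DNA-binding protein) was measured by immunoprecipitation (IP) and RNA sequencing in hTERT-RPE1 cells, a human retinal pigment epithelium line immortalized with telomerase. Per the labels' protocols, interphase cells were held in 2 mM thymidine, which stalls DNA replication, for 24 h. Mitotic cells were held in 2 mM thymidine for 24 h, released for 6 h and kept overnight in STLC, an inhibitor of the mitotic kinesin Eg5. Cells were lysed in a detergent buffer and the lysate was cleared by centrifugation. Whether the libraries without IP come from the same cleared lysate is not stated. Libraries were directional and made from RNA depleted of ribosomal RNA. The 8 libraries form 4 groups of 2: interphase without IP, interphase with IP by an anti-hnRNP U antibody, mitosis without IP, and mitosis with IP. The libraries without IP are the ones the authors' ratio columns name as total RNA, per the file headers. An IP with a control antibody was not analysed here, so RNA carried over on beads and RNA bound by hnRNP U could not be told apart.

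The deposited values are FPKM (fragments scaled to transcript length and to the mapped fragments of the library), per the file headers, with a column for each library. The deposited ratio columns, made by the authors, are quotients of the FPKM columns of the same replicate number. They were recomputed and matched in each row to rounding. Ratios were printed only for XIST and KCNQ1OT1. The aligner, the counting tool and the way reads shared by several genes were treated are not stated. No further scaling between libraries is stated. The authors made 2 tables: a gene table on build hg38 with 13471 UCSC genes, and a lncRNA table on build hg19 with 1321 features that carry assembly-style identifiers and no gene names. Neither table holds a value of 0. Of the genes in the gene table, 21.3% share their interval with another gene, so values of overlapping genes, of snoRNAs and microRNAs inside host genes, and of near-identical copies such as core histone genes are uncertain. The tables were fitted separately and never compared in level.

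Genes of the gene table were matched to GENCODE release 29 (GRCh38, the same assembly as hg38) by symbol (12678 genes) or older symbol on the same chromosome (440 genes), and 353 stayed unmatched, so 97.4% had a gene type, coordinates and the length and GC content of the longest annotated transcript. Coordinates of genes below are from that annotation. For the lncRNA table no annotation of its build was used, the file does not pair identifiers with names, and at most 2 identifiers in each direction are printed.

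The planned count test was not used because the files hold FPKM. The test was limma (version 3.58.1 in R 4.3.3; lmFit and eBayes with trend) on log2(FPKM + 1), with 1 coefficient for each of the 4 groups, all 8 libraries in each fit (4 residual degrees of freedom), no filter and no replicate block. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a call is an adjusted p below 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates changes of features near or below 1 FPKM. The 5 comparisons were IP against no IP in interphase, the same in mitosis, the difference between these effects (an interaction), and mitosis against interphase without IP and in the IP. Genes named in the text follow a rule fixed in advance. For the effects of the IP and their difference, these are the 5 largest log2 fold changes in each direction among calls whose replicate pairs share a sign, and for mitosis against interphase without IP the 3 largest. A list of 9 genes fixed in advance (XIST, HNRNPU, MALAT1, NEAT1, TUG1, KCNQ1OT1, RN7SK, JPX and FTX) was added. Numbers of calls adjusted over that list alone are given beside those over all genes, and the list-adjusted p itself only for XIST, for the effects of the IP and their difference.

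Replicates carry the numbers 1 and 2 in the labels in each group, and the same-numbered libraries were taken as possible pairs. The correlation across genes of the replicate 1 minus replicate 2 deviations between groups ranged from 0.088 to 0.53 in the gene table and from 0.55 to 0.68 in the lncRNA table. A fit with the replicate number as a block (3 residual degrees of freedom) is therefore given beside the fit without it.

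The total number of fragments per library is unknown, so no interval or detection floor is given. Low FPKM values fall on whole-fragment steps, and the ratio of these steps between libraries gave relative depths in the gene table, with interphase without IP replicate 1 set to 1. They were 0.839 for interphase without IP replicate 2, 1.08 and 0.937 for the interphase IP, 0.861 and 1.083 for mitosis without IP, and 0.639 and 1.188 for the mitotic IP. These rest on 61 to 165 low genes that lay on a single common step, among 6735 low genes examined. In the lncRNA table the same steps gave 0.804 for interphase without IP replicate 2 and 1.57 and 1.208 for the interphase IP. They gave 0.904 and 1.023 for mitosis without IP and 1.07 and 1.729 for the mitotic IP. The lncRNA values rest on 16 to 43 of 660 low features. The tables differ in these depths, so relative depth is uncertain.

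The fit was tested on simulated data with 200 changed features in each table, all with a mean log2(FPKM + 1) above 1. The simulated noise was independent between libraries, without the shared replicate deviations seen above. Recovery was scored for the IP effect in interphase. In the data, 74.6% of genes were called for that effect, so the simulated rates may not hold for the data. In the gene table, 100% of changes of log2 2 and 88% of changes of log2 1 were recovered, with 3 false calls among 191. In the lncRNA table, 65% and 19% were recovered, with 2 false calls among 86. The alternatives tried were quantile normalization, centring each library on its median, a mean of at least 1 FPKM, only the groups compared, the replicate block, a pseudocount of 0.1, a robust fit without trend, a minimum absolute log2 fold change of 1, and leaving out each library in turn. Removal of trends with transcript length and GC content (lowess, span 0.3, on each library's deviations from the gene means), with and without the replicate block, was added after the data were seen. Summaries were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.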

Results

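RNA from hnRNP U immunoprecipitates and from samples without IP was quantified in hTERT-RPE1 cells in interphase and in mitosis, in 2 replicates of each of the 4 groups. The gene table held 13471 genes and the table of lncRNAs held 1321 features. Replicates of a group correlated across genes with Pearson's r of 0.989 to 0.995 on the log2 scale in the gene table and 0.867 to 0.875 in the lncRNA table. The SD of the log2 difference between replicates was 0.21 for interphase without IP, 0.29 for the interphase IP, 0.23 for mitosis without IP and 0.29 for the mitotic IP in the gene table. In the lncRNA table the corresponding SDs were 1.12, 1.06, 1.16 and 1.11. The 10 genes with the highest values made up 58.4% to 63.0% of the FPKM sum in the 4 libraries without IP and 12.4% to 20.6% in the 4 IP libraries. The total number of fragments per library is unknown. On the relative scale derived from the low values, depth in the gene table ran from 0.639 to 1.188 of the first interphase library without IP, and both of these ends were replicates of the mitotic IP.

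The first comparison asked which RNAs were enriched with hnRNP U in interphase. In the gene table, limma called 5068 genes higher and 4983 lower in the IP than without IP at an adjusted p below 0.05. All 10051 calls had the same sign in both replicate pairs. Here and below, a shared sign is close to given, because the calls were made on the same replicates. The median log2 fold change over all genes was 0.02. With the replicate number as a block, 5217 genes were higher and 5157 lower, and 10042 calls were shared with the fit without it. The deviations of same-numbered libraries of these 2 groups correlated at 0.28 across genes. The alternative that moved the list of genes most, removal of trends with transcript length and GC content, left 8073 calls, of which 4721 were calls with the same sign without it. Centring each library on its median moved the median log2 fold change up by 0.12 to 0.14 and gave 5778 higher and 4499 lower genes. Calls with an absolute log2 fold change of at least 1 numbered 2273 higher and 2888 lower.

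The largest increases in the interphase IP were those of ELK4, MALAT1, UHMK1, VGLL3 and ASPM, with log2 fold changes between 2.64 and 2.86. ELK4, a protein-coding gene on chromosome 1 (205597556 to 205631962), rose from 15.1 ± 0.744 FPKM without IP to 116 ± 12.8 FPKM in the IP (mean ± SD, n = 2). Its log2 fold change was 2.86 with a standard error (SE) of 0.13 and a limma adjusted p of 4.56e-07 (5.55e-07 with the replicate block). With the length and GC trends removed, the log2 fold changes were 1.24 for ELK4, 1.35 for MALAT1, 1.11 for UHMK1, 0.98 for VGLL3 and 0.93 for ASPM. MALAT1, a lincRNA gene on chromosome 11 (65497688 to 65506516), rose from 178 ± 11.2 to 1236 ± 144 FPKM, a log2 fold change of 2.78 with an SE of 0.30. The largest decreases were those of genes of short structured RNAs, RNY1, RPPH1, RNU6ATAC, RN7SK and RNVU1-14, with log2 fold changes between -8.30 and -4.81. RNY1 on chromosome 7 (148987136 to 148987248), annotated as a misc_RNA of 113 nt, fell from 14275 ± 5057 to 44.0 ± 13.7 FPKM, with a log2 fold change of -8.30, an SE of 0.58 and an adjusted p of 2.48e-06. RN7SK on chromosome 6 (52995621 to 52995948), a 328-nt snRNA, fell from 97969 ± 5871 to 3027 ± 375 FPKM. Its log2 fold change was -5.02 with an SE of 1.60 and an adjusted p of 0.0185. The replicate pairs gave -5.086 and -4.955, closer together than that SE. After quantile normalization the log2 fold change of RN7SK was -1.18 with an adjusted p of 0.61. That scaling gives equal ranks equal values and so shrinks changes of the most abundant RNAs. It is a weak test for RN7SK.

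XIST, the lincRNA that coats the inactive X chromosome and the RNA named in the study's title, lies on chromosome X (73820651 to 73852723). Its interval in the file (73792204 to 73852753) reaches beyond the annotated gene, so reads from the added part may be included. Its values were 2.49 ± 0.16 FPKM in interphase without IP and 19.3 ± 0.964 FPKM in the interphase IP (mean ± SD, n = 2). In mitosis they were 18.5 ± 0.346 FPKM without IP and 85.3 ± 0.604 FPKM in the IP. The log2 fold change of the IP was 2.54 in interphase (SE 0.09, limma adjusted p 2.5e-07, and 1.04e-08 adjusted over the 9 listed genes) and 2.15 in mitosis (SE 0.09, adjusted p 6.4e-06, and 4.44e-08 over the list). With the replicate block, the adjusted p was 2.86e-07 in interphase and 6.04e-06 in mitosis. In the authors' deposited table, the ratio of IP to no IP for XIST was 8.44 and 7.18 in interphase and 4.65 and 4.57 in mitosis, in replicates 1 and 2. The log2 fold change of the IP fell by 0.40 from interphase to mitosis (SE 0.13, adjusted p 0.0355, 0.0416 over the list, and 0.0327 with the block), with -0.48 and -0.31 in the replicate pairs. This difference was -0.71 with a pseudocount of 0.1, and it changed sign to 0.42 with an adjusted p of 0.0329 once trends with transcript length and GC content were removed. XIST rose from interphase to mitosis without IP by 2.49 on the log2 scale (SE 0.09, adjusted p 4.8e-07).

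**Figure D1:**
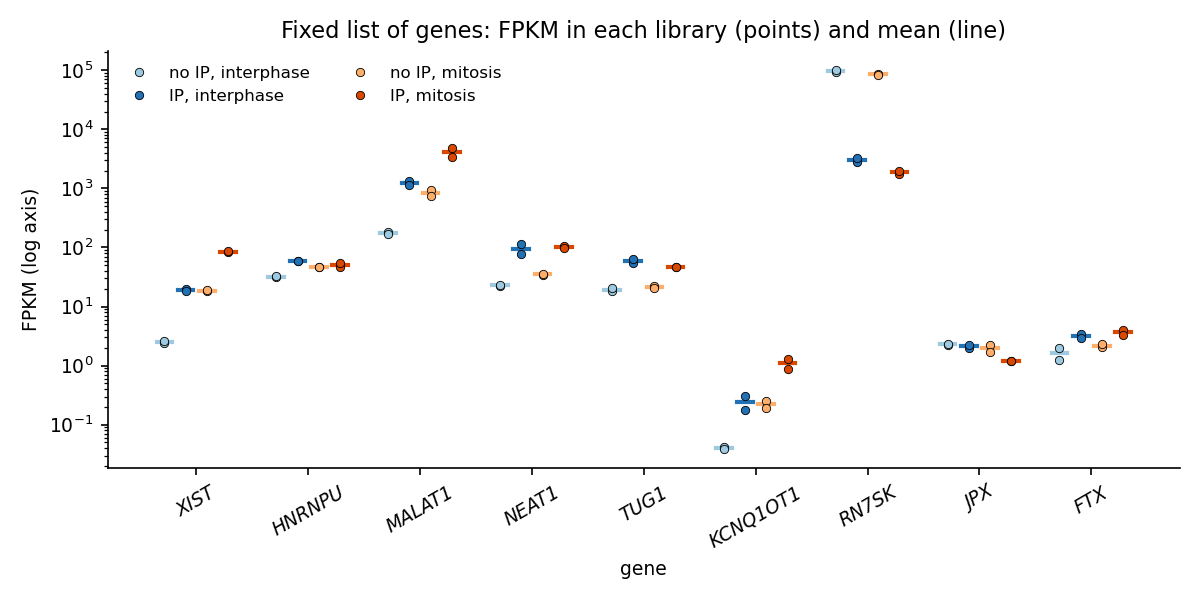
FPKM (log axis) of the 9 listed genes in each of the 8 libraries, with points for the libraries, short lines for group means and colours for the 4 groups. XIST and MALAT1 rose both with the IP and from interphase to mitosis, and RN7SK fell with the IP in both phases.

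Of the 9 listed genes, 7 were called in interphase and 8 in mitosis for the effect of the IP, whether adjusted over the list alone or over all genes. NEAT1 (log2 fold change 1.99 in interphase and 1.52 in mitosis) and TUG1 (1.58 and 1.10) were higher in the IP in both phases. HNRNPU, the gene of the precipitated protein, on chromosome 1 (244840638 to 244864560), had 32.1 ± 0.44 FPKM without IP and 59.5 ± 0.02 FPKM in the IP in interphase, a log2 fold change of 0.87 with an SE of 0.10 and an adjusted p of 4.2e-05. In mitosis its log2 fold change was 0.12 with an adjusted p of 0.311, not larger than the spread between replicates. With the length and GC trends removed, its log2 fold change was -0.85 in interphase. JPX and FTX, lincRNA genes on chromosome X, share their interval in the file, so their values are uncertain. JPX changed by -0.07 in interphase (adjusted p 0.594) and by -0.45 in mitosis (adjusted p 0.00967). FTX was higher in the IP in both phases, by 0.68 and 0.55. KCNQ1OT1, whose interval in the file exceeds the gene, stayed at or below 1.09 FPKM on average in each group. Its log2 fold change was 0.25 in interphase, with an adjusted p of 0.0616 (0.0314 with the block), and 0.77 in mitosis.

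The same comparison in mitosis gave 4425 genes higher and 4269 lower in the IP, and all 8694 calls had the same sign in both replicate pairs. With the replicate block, 4619 were higher and 4480 lower, with 8684 calls shared and a correlation of same-numbered deviations of 0.53. Centring on the medians gave 5042 higher and 3793 lower genes. The largest increases were those of MIR3605, POU5F1P5, TRIM44, RPS16P5 and MALAT1, with log2 fold changes between 2.29 and 2.48. TRIM44, a protein-coding gene on chromosome 11 (35662805 to 35818007), rose from 35.6 ± 1.33 to 196 ± 6.72 FPKM, a log2 fold change of 2.43 with an SE of 0.10 and an adjusted p of 6.4e-06. MIR3605, MIR6516 and the pseudogenes POU5F1P5 and RPS16P5 carry file intervals far longer than the annotated genes, so their values may include neighbouring transcripts. The largest decreases were those of RNY1, RPPH1, RN7SK, MIR6516 and RNU4-1, between -7.16 and -4.96. After quantile normalization RN7SK (-2.68, adjusted p 0.273) and RNU4-1 (-2.16, adjusted p 0.381) no longer passed the threshold. Without that scaling the replicate pairs gave -5.67 and -5.36 for RN7SK, and -4.66 and -5.27 for RNU4-1. Because equal ranks get equal values, the scaling is a weak test for such abundant RNAs.

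The effects of the IP in interphase and mitosis correlated across genes (Pearson's r 0.72, Spearman's rho 0.71, genes not being independent replicates). Of the genes called in both phases, 3345 were higher in both and 3100 lower in both, 502 were higher in interphase and lower in mitosis, and 333 lower in interphase and higher in mitosis. The interaction tested directly whether the effect differed between phases. It called 6339 genes, 3662 with a larger log2 fold change in mitosis and 2677 with a smaller one, all with the same sign in both replicate pairs. With the replicate block these were 3988 and 2925, with 6333 calls shared, at a mean correlation of same-numbered deviations of 0.26 over the 6 pairs of groups. Quantile normalization turned the balance round, to 3209 larger and 3354 smaller in mitosis, and moved the median difference from 0.07 to -0.02. Of the genes with a larger log2 fold change in mitosis, 2917 were lower in the interphase IP, and of those with a smaller one, 2064 were higher in the interphase IP. The SD of the log2 fold changes over genes was 1.17 in interphase and 0.85 in mitosis.

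**Figure D2:**
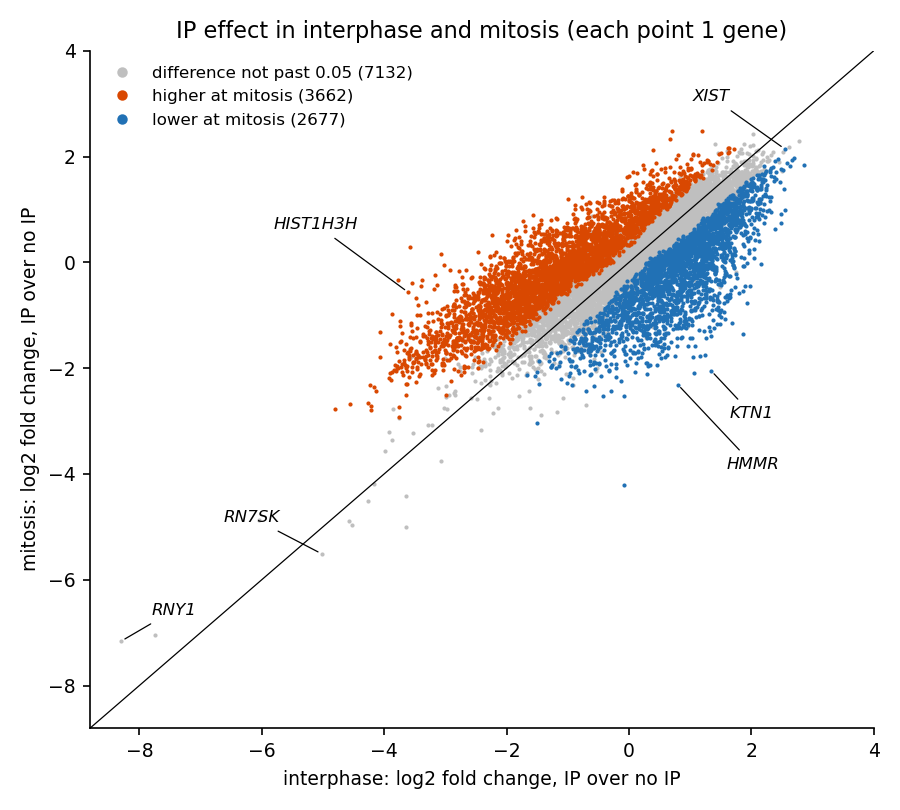
Log2 fold change of IP over no IP for each gene of the gene table, interphase on the x axis and mitosis on the y axis, with the line of equal effects and colours for the interaction. The 3662 genes with a larger value in mitosis lie above the line and the 2677 with a smaller value below it, and quantile normalization gave 3209 and 3354.

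The 5 largest positive differences were those of the histone genes HIST2H2BF, HIST2H3D, HIST1H2BE, HIST1H2AJ and HIST1H3H, between 3.05 and 3.87. HIST1H3H on chromosome 6 (27810064 to 27811300) had 974 ± 30.5 FPKM without IP and 78.9 ± 4.38 FPKM in the IP in interphase. In mitosis it had 4.39 ± 0.817 and 2.63 ± 0.204 FPKM (mean ± SD, n = 2). Its difference was 3.05 with an SE of 0.17 and a limma adjusted p of 4.83e-05. In mitosis without IP, HIST2H2BF had 0.225 ± 0.138, HIST1H2BE 0.248 ± 0.0797, HIST1H2AJ 0.642 ± 0.695 and HIST2H3D 1.39 ± 0.448 FPKM. The log2 values of these genes there lie near the pseudocount. With a pseudocount of 0.1 their differences were 4.68, 3.73, 2.79 and 3.25, so their sizes and order are uncertain. The largest negative differences were those of SNORD102, KTN1, SPTAN1, SNORD17 and HMMR, between -4.11 and -3.11. HMMR on chromosome 5 (163460203 to 163491945), a protein-coding gene, rose with the IP from 9.08 ± 0.157 to 16.5 ± 1.05 FPKM in interphase and fell from 58.1 ± 0.807 to 10.9 ± 0.89 FPKM in mitosis. Its difference was -3.11 with an SE of 0.14 and an adjusted p of 4.83e-05. KTN1 on chromosome 14 (55559072 to 55701526) went from 77.4 ± 18.6 to 197 ± 39.6 FPKM in interphase and from 77.5 ± 4.3 to 18.0 ± 0.974 FPKM in mitosis. SNORD102 and SNORD17 carry file intervals longer than the snoRNA, so reads of their host genes may be included, and the SPTAN1 interval also exceeds the gene. In the fixed list, 4 genes passed the threshold for the difference, over the list alone and over all genes. These were XIST, HNRNPU (-0.75, adjusted p 0.00248), TUG1 (-0.47, adjusted p 0.0412) and KCNQ1OT1 (0.51, adjusted p 0.0252). For KCNQ1OT1 the authors' deposited ratio of IP to no IP did not rise. It was 7.49 in interphase and 5.20 in mitosis in replicate 1, and 4.59 and 4.47 in replicate 2, so the positive sign was seen only with a pseudocount added. MALAT1 (-0.50, adjusted p 0.367) and NEAT1 (-0.48, adjusted p 0.121) did not pass it.

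Mitosis was compared with interphase without IP for changes in RNA level. Limma called 3530 genes higher and 3433 lower in mitosis (3825 and 3752 with the replicate block, 6961 calls shared, correlation of same-numbered deviations 0.10). All 6963 calls had the same sign in both replicate pairs. Centring on the medians gave 3010 higher and 4134 lower genes. The largest increases were those of the snoRNA genes SNORD99, SNORD21 and SNORD110, between 4.58 and 5.47. SNORD99 rose from 26.9 ± 20.6 to 1062 ± 149 FPKM (mean ± SD, n = 2). All 3 carry file intervals longer than the snoRNA. The largest decreases were those of HIST1H3H, HIST1H3C and HIST1H2BG, between -7.51 and -7.27, and HIST1H3C fell from 969 ± 22.8 to 5.23 ± 0.603 FPKM. MALAT1 rose from 178 ± 11.2 to 843 ± 123 FPKM, a log2 fold change of 2.23 with an adjusted p of 0.000439. In the IP, 4817 genes were higher and 3452 lower in mitosis (5093 and 3640 with the block, 8257 calls shared, correlation 0.33), and 8268 of the 8269 calls had the same sign in both replicate pairs. Centring on the medians moved the median log2 fold change of this comparison down by 0.11, from 0.08 to -0.03, and gave 4151 higher and 4207 lower genes. XIST was 2.09 higher in mitosis in the IP (adjusted p 1.35e-06).

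Gene families showed common directions. All 40 histone genes in the table were called lower in the interphase IP, with a median log2 fold change of -3.47 (-3.44 and -3.45 in the replicate pairs), and 29 of 40 in the mitotic IP, with a median of -0.85. All 40 were lower in mitosis without IP, with a median of -6.13. Of 75 ribosomal protein genes, 67 were lower in the IP in each phase, with medians of -2.41 and -1.45. The median of 16 snRNA genes in the IP was -3.96 in interphase and -3.22 in mitosis. The 159 snoRNA and scaRNA genes had medians of -0.93 in the interphase IP and -1.39 in the mitotic IP, and of 1.45 for mitosis against interphase without IP. The interphase value of the snoRNA and scaRNA genes varied between replicate pairs, at -0.31 and -1.59. These directions were kept after quantile normalization and median centring. After removal of length and GC trends, the median of the histone genes in the mitotic IP changed sign to 0.17 and those of the snoRNA and scaRNA genes to 0.15 and 0.07. The histone median in the interphase IP shrank to -1.42. The snoRNA and scaRNA median for mitosis against interphase without IP shrank from 1.45 to 0.20. The removal used annotated lengths, and the 5 snoRNA genes named here have longer file intervals, so it is a weak test for this family.

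**Figure D3:**
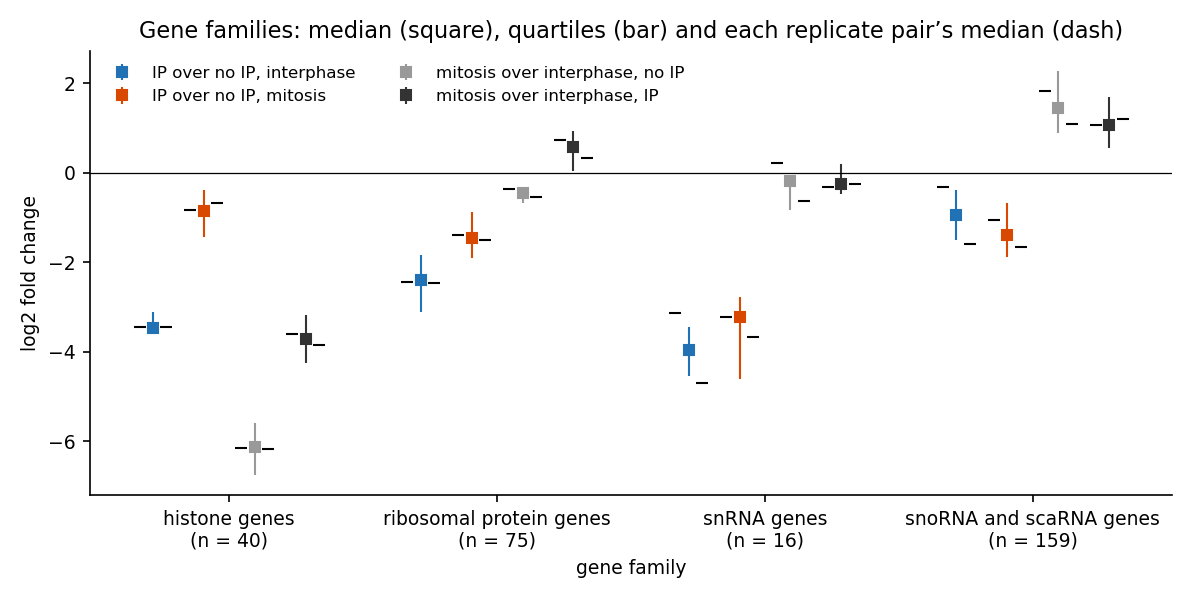
Log2 fold changes of 4 gene families in 4 comparisons, with squares for medians over genes, bars for quartiles and dashes for the median in each replicate pair. Histone genes fell furthest from interphase to mitosis without IP (median -6.13) and were less depleted by the IP in mitosis (median -0.85) than in interphase (median -3.47), and the mitotic IP value changed sign to 0.17 when length and GC trends were removed.

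The effect of the IP in interphase varied across genes with the length of the longest annotated transcript (Spearman's rho 0.53 over 13118 genes, 0.53 and 0.52 in the replicates) and with its GC content (rho -0.71). In mitosis these correlations were 0.28 and -0.56. Of 5 equal groups of genes by length, the one with the shortest transcripts (64 to 2067 nt) had a median log2 fold change of -0.98 in interphase and -0.31 in mitosis. The one with the longest (5919 nt or more) had 0.80 and 0.25. The difference between phases correlated with length at -0.47 and with GC content at 0.42. Genes are not independent replicates, and no p-value is given.

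**Figure D4:**
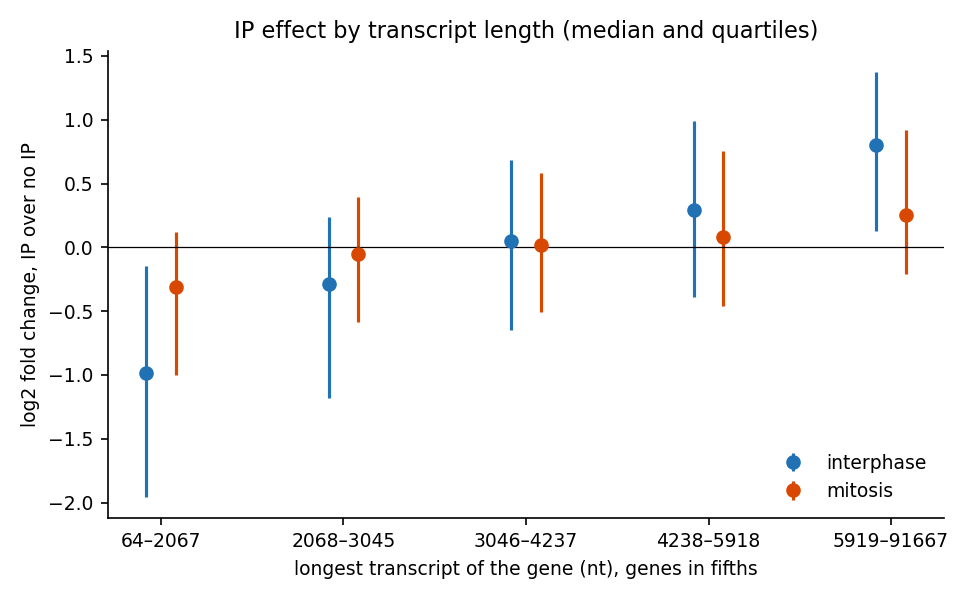
Log2 fold change of IP over no IP in 5 groups of genes by the length in nt of the longest annotated transcript, with points for medians and bars for quartiles, in interphase and mitosis. The median rose from -0.98 to 0.80 from the shortest to the longest group in interphase and from -0.31 to 0.25 in mitosis.

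In the lncRNA table, 101 features were higher and 116 lower in the interphase IP. With the replicate block 156 were higher and 197 lower, with all 217 calls shared and a correlation of same-numbered deviations of 0.64. The share of higher calls was 46.5%, against 57.9% after quantile normalization (110 higher, 80 lower) and 56.7% after median centring (115 higher, 88 lower). These scalings moved the median log2 fold change up by 0.12 and 0.14. In the mitotic IP 16 features were higher and 37 lower (66 and 110 with the block, correlation 0.68), and quantile normalization left 0 higher and 3 lower. The interaction called 0 features, with 149 at an unadjusted p below 0.05, and 3 higher and 10 lower with the replicate block. Median centring moved the median of the interaction down by 0.13. Without IP, 91 features were higher and 70 lower in mitosis (162 and 164 with the block, correlation 0.55), and median centring gave 90 higher and 42 lower, a share of higher calls of 68.2% against 56.5%. In the IP, 110 were higher and 84 lower in mitosis (174 and 158 with the block, correlation 0.66).

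By the naming rule, the features with the largest increase in the interphase IP were XLOC_007828 and XLOC_002583. XLOC_002583 on chromosome 11 (65190244 to 65278499 on hg19) rose from 5785 ± 137 to 32806 ± 2094 FPKM (mean ± SD, n = 2), a log2 fold change of 2.50 with an SE of 0.15 and a limma adjusted p of 0.00119. XLOC_007828 on chromosome 2 (18478993 to 18578962) rose from 1.25 ± 0.133 to 14.6 ± 0.782 FPKM. The largest decreases were those of XLOC_008823 on chromosome 2 (110969062 to 110980517), from 970 ± 6.31 to 48.1 ± 14.4 FPKM, and XLOC_006569 on chromosome 17 (58160695 to 58166013), from 261 ± 54.3 to 15.9 ± 5.49 FPKM. Whether these features are RNAs that the gene table also holds was not checked. They cannot be counted as independent findings.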

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

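The tests in this part were written down before their results were seen, and the fits without length and GC trends were added after the data were seen. The groups have 2 libraries each, so no search for an outlying library within a group was made.

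The interaction between IP and phase was significant for 6339 genes in the gene table, so the effect of the IP differed between interphase and mitosis for these genes. The calls were recomputed under settings that each address a technical explanation. Of the 6339 calls, 97.3% kept their sign and an adjusted p below 0.05 when each library was centred on its median, 91.9% after quantile normalization, 92.0% with a pseudocount of 0.1 and 99.9% with the replicate block. Quantile differences and low values therefore do not account for most of the calls. The replicate block leaves each log2 difference unchanged in this balanced design, and median centring moved all of them alike by -0.03, so the values under these settings were close to given and are weak tests. Of the calls with a matched transcript, 59.0% kept sign and threshold once trends with transcript length and GC content were removed, below the 80% set for that test. A bias tied to length and GC content may thus account for a large part of the 6339 calls, and a biological difference between the phases cannot be told apart from it for the set as a whole. The trend removal would also take out any true preference of hnRNP U for long or AU-rich RNA. The relative depth of the 2 mitotic IP libraries was 0.639 and 1.188 in the gene table and 1.07 and 1.729 in the lncRNA table. A part played by depth was not tested. Nor was a general weakening of the IP effect in mitosis, which background RNA on the beads could give. Of the calls, 2064 were enriched in the interphase IP with a smaller value in mitosis, and 2917 depleted with a larger one. The opposite held for 297 enriched and 196 depleted genes. None of the settings above can tell such a weakening from a change in binding.

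Among the named genes, the positive differences were 3.87 for HIST2H2BF, 3.44 for HIST2H3D, 3.23 for HIST1H2BE, 3.16 for HIST1H2AJ and 3.05 for HIST1H3H. These genes lost nearly all their RNA in mitosis without IP, and reads may be shared between near-identical copies. The 3 linker H1 genes, whose sequences differ more from each other, had a median difference of 1.91 against 2.41 for the 37 core histone genes, above the level set for shared reads as the cause. With the length and GC trends removed these medians were 0.85 and 1.77, below that level, so shared reads are not ruled out. The median over all 40 histone genes was 2.39, and 2.10 with a pseudocount of 0.1, so the pseudocount alone does not give the difference. With the length and GC trends removed the median over all 40 was 1.75. A candidate explanation is that the histone RNA left in mitotic cells was associated with hnRNP U to a different degree than in thymidine-arrested cells. Background RNA on the beads was not measured by a control IP and remains as another, since a constant background would weigh more where the RNA is scarce.

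The negative differences were -4.11 for SNORD102, -3.39 for KTN1, -3.21 for SPTAN1, -3.17 for SNORD17 and -3.11 for HMMR. They were -3.30, -2.83, -2.98, -3.25 and -3.01 with the length and GC trends removed. For SNORD102 and SNORD17 the removal used the length of the annotated snoRNA and not of the longer file interval, so it is no test of these trends for them. KTN1, SPTAN1 and HMMR changed direction, enriched in the interphase IP and depleted in the mitotic IP. The SNORD102 and SNORD17 values may hold reads of host genes, and the SPTAN1 interval in the file also reaches beyond the annotated gene. The trend removal is therefore a weak test for SPTAN1 too.

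In the fixed list, the differences were -0.40 for XIST, -0.75 for HNRNPU, -0.47 for TUG1 and 0.51 for KCNQ1OT1. With the length and GC trends removed they were 0.42, 0.05, 0.10 and 1.27. The smaller enrichment of HNRNPU and TUG1 in mitosis may therefore follow the general weakening of the enrichment of long RNAs. For XIST the direction of the difference depended on whether the trends were removed, with an adjusted p below 0.05 either way (0.0355 and 0.0329), so no direction can be given. KCNQ1OT1 had an adjusted p of 0.0252, and 0.293 with a pseudocount of 0.1, at group means of 1.09 FPKM or less. The file intervals of KCNQ1OT1 and XIST exceed the annotated genes, so the trend removal is a weaker test for them.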

How the results depend on the processing

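The alternatives were chosen before the data were examined, except the removal of length and GC trends. The unfiltered setting is the fit reported. An interaction fit with only the groups compared is the same as the fit with all 4 groups. The planned check of XIST and of shared genes in the lncRNA table was not run. Its features carry hg19 coordinates but no gene names, and no annotation of that build was used to identify them. KCNQ1OT1 has no value at a mean of at least 1 FPKM, because that filter removes it, and the removal of length and GC trends was not made in the lncRNA table, for which no transcripts were matched.

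In the gene table, the counts of calls in the 5 comparisons stayed within 1.5 times the reported ones under quantile normalization, median centring, a mean of at least 1 FPKM, only the groups compared, the replicate block, a pseudocount of 0.1, the robust fit and the removal of length and GC trends. The last kept 47.0% of the interphase IP calls with their sign, 65.3% of the mitotic IP calls, 76.2% of the calls between phases without IP and 81.2% of those in the IP. Requiring an absolute log2 fold change of at least 1 left 5161 calls for the interphase IP, 3331 for the mitotic IP, 2881 for the difference, 1436 between phases without IP and 2869 in the IP.

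In the lncRNA table the fit with the replicate block gave more calls, 353 against 217 for the interphase IP, 176 against 53 for the mitotic IP, 13 against 0 for the difference, 326 against 161 between phases without IP and 332 against 194 in the IP. Fits of only the groups compared gave 65, 0, 3 and 0 calls for the 4 comparisons that allow them, with 260 and 389 features at an unadjusted p below 0.05 where the count was 0. Quantile normalization left 3 calls for the mitotic IP. The cause of these changes was not tested. With a library left out, an arm had 1 library and no test was made. Only differences of the remaining group means were taken. Each call of the 5 gene-table and 4 lncRNA comparisons with calls kept its sign in each of them. This was close to given, because the calls were made on the same libraries, so it is a weak test.

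With each library left out in turn, the log2 fold change of the IP for XIST ranged from 2.50 to 2.59 in interphase. In mitosis it ranged from 2.13 to 2.16, and the difference between the phases ranged from -0.45 to -0.35. The difference, -0.40, does not reach an absolute log2 fold change of 1. With the length and GC trends removed, the interphase value was 0.93, the mitotic value 1.34 and the difference 0.42 (adjusted p 0.0329, and 0.0309 with the replicate block). The adjusted p of the difference ranged from 0.0028 to 0.0428 under the other alternatives.

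Other values that changed sign when the length and GC trends were removed, with or without the replicate block, are as follows. For the interphase IP, HNRNPU became -0.85, KCNQ1OT1 -1.33 and FTX -1.06. For the mitotic IP, HNRNPU became -0.80, KCNQ1OT1 -0.0628 and FTX -0.40. For the difference, HNRNPU became 0.0503, MALAT1 0.19, NEAT1 0.30, TUG1 0.10, JPX 0.37 and FTX 0.66. Between phases without IP, TUG1 became -0.17, KCNQ1OT1 -0.12 and FTX -0.0840, and in the IP HNRNPU became 0.19. Among the family medians printed in the results, those that changed sign were 0.17 for histone genes in the mitotic IP and 0.15 and 0.0740 for snoRNA and scaRNA genes in the interphase and mitotic IP. For the snoRNA and scaRNA genes this is a weak test, because file intervals can exceed the annotated snoRNA. Quantile normalization reversed JPX in the interphase IP (0.18), HNRNPU in the mitotic IP (-0.10), the difference of MALAT1 (0.14) and NEAT1 between phases in the IP (-0.23), and median centring reversed JPX in the interphase IP (0.0505). Without replicate 2 of interphase without IP the difference of FTX was 0.0685, against -0.335 without replicate 1, and without replicate 2 of the interphase IP the change of NEAT1 between phases in the IP was -0.16, against 0.395 without replicate 1. Among the other values of named genes, 29 became weaker and 19 stronger relative to the threshold, and 96 values with a library left out moved by at least the replicate SD. The depth per library is unknown, which limits statements on genes near or below 1 FPKM, such as KCNQ1OT1 and the histone genes in mitosis.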

Other observations

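The tests of the lncRNA table in this part were chosen only after the result was seen.

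The effect of the interphase IP followed transcript length across genes (rho 0.53). Restricting the comparison to 11820 protein-coding genes with transcripts of at least 1000 nt left rho at 0.529, so short RNAs alone do not give the relation. The partial rank correlation was 0.534 given mean expression and 0.499 given GC content, so neither accounts for it. The correlation with GC content was larger in size (-0.71, and -0.69 given length). In mitosis the partial correlation with length given GC content was 0.17. A dependence on RNA length may come from hnRNP U binding, since a longer RNA offers more sites, or from carry-over of long RNA on the beads, which no control IP measured. No biological explanation was tested.

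Genes enriched by the IP in interphase tended to rise at mitosis without IP. Because both effects subtract the same interphase libraries, the rank correlation was computed with different replicate numbers on each side, and it was 0.368, against 0.385 with the same numbers. Given transcript length it was 0.276. Shared libraries and length therefore do not account for most of it. A candidate explanation was a mitotic lysate richer in nuclear noncoding RNA, since breakdown of the nucleus may free RNA that is lost to the pellet in interphase. This holds only if the libraries without IP come from cleared lysate, which is not stated. The 429 lincRNA and antisense genes had a median change of -0.16, which lay at percentile 0 of 10000 random lists matched on mean expression (middle 95% of the lists, -0.11 to -0.03). The 239 antisense genes alone had a median of -0.19 at percentile 0.02. The 190 lincRNA genes alone had a median of -0.13 at percentile 4.14, and a difference between these classes was not tested. Neither class rose as a whole, while XIST and MALAT1 rose by 2.49 and 2.23. Annotation classes are not a list of nuclear RNAs. The 9 genes of the fixed list had a median change of 0.30, at percentile 88.34 of their random lists. The middle 95% of those lists ran from -0.45 to 0.51, so the rise lay within their range. The fixed list is small and includes the protein-coding HNRNPU, so a release of particular RNAs remains undecided.

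In the lncRNA table, 86 of 1321 features (6.5%) were over 4-fold apart between the 2 replicates of interphase without IP, and 69 of these were higher in replicate 2. In the gene table, weighted to the same mean FPKM, the share was 0.104%, so a difference between the libraries themselves is not a likely source. Among features with a mean of at least 10 FPKM the share was 8.42%, so low values are not the source. Of the 86 features, 63 (73.3%) were apart in the same direction in all 4 groups, below the 80% set for a processing difference common to the 4 libraries of a replicate. That level was chosen freely, and the same-numbered deviations correlated at 0.55 to 0.68 in all 6 pairs of groups, so a difference common to the libraries of a replicate in this table may still be the source. The replicate block, which absorbs such shifts, raised the number of calls in this table (353 against 217 in the interphase IP). No biological explanation was tested.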
